A study of Mus musculus with 1495 samples. Its data were reported in "The order and logic of CD4 versus CD8 lineage choice and differentiation in mouse thymus" (2021).

How the data were processed

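The measurements were full-length single-cell RNA-seq profiles of mouse thymocytes sorted by flow cytometry, 1 library per cell, for 1495 cells. The cells came from 3 thymi, which were taken as the replicates because cells of a thymus share its animal, its sort and its library preparation. Wild-type thymus 1 (replicate 1, called WT1 here) was prepared with Smart-Seq2, and wild-type thymus 2 (replicate 2, WT2) and a thymus lacking MHC class II genes (replicate 2, KO2) were prepared with a SMARTer kit. Library protocol and thymus therefore cannot be told apart among the wild-type cells, and genotype rests on 1 MHC class II-deficient thymus compared with WT2 under the same protocol. In replicate 1 the TCRhiDP cells had 4 of the 10 library pools to themselves, whereas all populations of replicate 2 were spread over 3 sequencing lanes.

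The deposited table held raw read counts per gene and cell, which the authors made by alignment to GRCm38 (mm10) with a UCSC gene annotation and counting of reads per gene with velocyto. The submitters' processing notes name TopHat2 2.1.1. No molecular identifiers were used, so counts are PCR reads, and the strand setting is not stated. For the SMARTer cells the authors kept totals between 500000 and 1500000 reads, a range that the deposited values of WT2 and KO2 respect, while 95 cells of WT1 lie below it. The table had 31053 gene rows, of which 2448 symbols were restored to their official spelling against GENCODE M21, the annotation release for GRCm38; after that 30390 rows (97.9%) matched an annotated symbol exactly, and 26 rows carried a symbol that spreadsheet software had turned into a date. No cell was removed.

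Total reads per cell ran from 25055 to 1271429 in WT1 (551 cells, median 690733), from 502327 to 1488397 in WT2 (485 cells, median 975112) and from 501798 to 1492430 in KO2 (459 cells, median 921553). The median number of genes with a read was 1175 in WT1, 2944 in WT2 and 2925 in KO2, so shares of cells with a read are lower in WT1 for many genes and were compared within a thymus or between WT2 and KO2. Shares of cells carry exact (Clopper-Pearson) 95% intervals, and a count of 0 carries the upper limit of 3 cells divided by the cells of the group; these cover counting error only, not the spread between animals, and PCR reads are not independent molecules.

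Selection intermediates (SI) were the CD69posDP, TCRhiDP and CD4+8low cells, pooled. Each was classed by whether at least 1 read of Cd4 and of Cd8a was present, giving the classes Cd4+Cd8a+, Cd4+Cd8a-, Cd4-Cd8a+ and neither. For tests between groups, reads were summed over the cells of each population or class and thymus. The sums were fitted in edgeR 4.0.16 (R 4.3.3) with TMM scaling, the filterByExpr filter on low counts, thymus as a block and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The fit of sorted populations used 14 sums of the 2 wild-type thymi (12445 genes tested, 6 residual degrees of freedom), and the fit of classes used 12 sums (12355 genes, 5 residual degrees of freedom). All populations share an estimate of the spread, because 2 thymi alone leave 1 degree of freedom per contrast. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Genes whose effect between populations differed in the MHC class II-deficient thymus were tested with an interaction term over all 21 sums (12533 genes) or 18 class sums (12443 genes); the residual spread then came from the wild-type thymi, and the single deficient thymus is assumed to vary like them. Direct differences between KO2 and WT2 were given without a test as differences of log2(mean CPM over cells + 1), where CPM are counts scaled to the total of the cell, and a gene list's median difference was placed among 10000 random lists of the same size, matched gene by gene on the decile of mean expression. Whether the WT1 and WT2 sums pair up was checked by correlating, across genes, the WT1 minus WT2 differences in log2 CPM of each of the 21 pairs of populations; the correlations ran from 0.120 to 0.255 (median 0.209), and the block was kept.

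A fold change against a group without a read in either thymus was replaced by a nominal bound against 3 reads over the group. This bound treats PCR reads as independent, but 1 cell can hold many of them. In WT1, 265 reads of Zbtb7b came from 1 of 99 intermediates with both transcripts. The nominal bound is therefore not a lower limit on the true fold. Where the lower group had 1 to 3 reads, shares of cells are given in place of a fold. PC1 is the first principal component of the 100 most variable genes of WT2 (Seurat 5.3.0, vst method, with Cd4, Cd8a and Cd8b1 removed), on log-transformed reads per 10000, each gene scaled within its wild-type thymus and KO2 scaled by WT2. Order along PC1 was summarised as the share of cell pairs in which a Cd4-Cd8a+ intermediate lay beyond a Cd4+Cd8a- intermediate.

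Gene lists, comparisons, tests, the rule for named genes and the alternatives were chosen before the data were examined. The 26 lists covered immature double-positive stage genes; TCR activation and maturation genes, each as named by the study and as a separate list of other genes; the Gimap family; CD4 and CD8 lineage genes; proliferation; clonal deletion; interferon response; cytosolic ribosomal proteins; mitochondrially encoded genes; dissociation stress; MHC class II genes and the class II pathway outside the deletion; sex-linked genes; genes that differ between C57BL/6 substrains; and markers of regulatory T cells, innate-like T cells, gamma-delta T cells, B cells, myeloid and dendritic cells, erythroid cells, thymic epithelium and double-negative thymocytes. Cd5 and Icos stand both in the CD4 lineage list and in a TCR activation list. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, again with the correlation estimated, and with fry, adjusted over the lists of a contrast. The named genes were the fixed genes of interest of the study, up to 4 list members past the threshold with the largest fold change, and up to 8 genes per direction with the largest fold change among those past the threshold, alike in direction in both thymi, at 20 CPM or more in the higher group and read in at least 25% of its cells in both thymi, leaving out antigen receptor segments, predicted genes and Rik clones. For KO2 minus WT2, up to 8 genes per direction were taken whose share of cells differed by at least 25 points.

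The alternatives, run with DESeq2 1.42.0, limma 3.58.1, scipy 1.17.1 and numpy 2.4.6 under Python 3.11.15 where needed, were DESeq2 in place of edgeR, RLE scaling, no filter on low counts, cells of 500000 to 1500000 reads, equal weight for every cell (limma-trend), no replicate block, all 3 thymi in an additive fit, fits of the compared populations alone or without TCRhiDP, detection at 5 or more reads, intermediates without CD4+8low cells, each wild-type thymus left out, all cells thinned to 450000 reads (74 shallower WT1 cells left out), 1000 variable genes, a maturation score, a joint scaling, a pseudocount of 10 and summed reads. Leaving out a wild-type thymus leaves no residual degrees of freedom, so it gives a value with no test. Added after seeing the data were a fit without CD4SP_Immature, whose sums hold 21, 6 and 7 cells, and classes without TCRhiDP cells.

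The tests were checked on simulated counts, drawn with the spread estimated from the data, in which 50 genes of above-median abundance were changed at each of 4 fold sizes. For CD8SP against CD69negDP, edgeR called 0 of 50 genes at 2-fold, 3 at 4-fold, 23 at 16-fold and 35 at 64-fold, with 3 unchanged genes called among 12231 tested; DESeq2 called 0, 5, 31 and 43 with 314 unchanged genes called. For CD4SP_Mature against CD8SP, edgeR called 0, 6, 20 and 33 with 1 unchanged gene among 12226, and DESeq2 called 1, 7, 28 and 46 with 319. For the Cd4+Cd8a- against Cd4-Cd8a+ intermediates, edgeR called 1, 11, 31 and 41 with 6 unchanged genes among 12108, and DESeq2 called 0, 17, 37 and 46 with 335. For the interaction of genotype with CD4SP_Mature against CD69negDP, edgeR called 0, 0, 2 and 15 with 0 unchanged genes among 12420, and DESeq2 called 3, 3, 13 and 24 with 504.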

Results

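Thymocytes that audition for the CD4 or CD8 lineage were profiled cell by cell. Cells of 7 sorted populations were sequenced: CD69negDP cells, double-positive thymocytes before a selecting signal; CD69posDP and TCRhiDP cells, double-positive thymocytes after such a signal; CD4+8low cells, which have lowered surface CD8; and CD4SP_Immature, CD4SP_Mature and CD8SP single-positive cells. The wild-type thymus prepared with Smart-Seq2 (WT1) gave 92, 90, 96, 92, 21, 71 and 89 cells in that order. The wild-type thymus prepared with SMARTer chemistry (WT2) gave 83, 78, 79, 84, 6, 78 and 77 cells, and the thymus without MHC class II (KO2) gave 88, 58, 68, 81, 7, 73 and 84. Reads per cell ranged from 25055 to 1271429 in WT1, from 502327 to 1488397 in WT2 and from 501798 to 1492430 in KO2. Coordinates are those of GRCm38: Cd4 lies on chromosome 6 from 124864692 to 124888221, Cd8a on chromosome 6 from 71373427 to 71379173, Zbtb7b on chromosome 3 from 89377644 to 89394776, and Runx3 on chromosome 4 from 135120652 to 135177990. Fold changes are log2 values ± SE over n = 2 wild-type thymi unless stated otherwise.

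The targeted MHC class II genes, which encode the molecules that present peptides to CD4 T cells, were hardly read in any thymocytes. H2-Aa had a read in 6 of 551 WT1 cells and 7 of 485 WT2 cells and in 0 of 459 KO2 cells, which allows a share of up to 0.654%. H2-Ab1 had a read in 5 WT1, 5 WT2 and 2 KO2 cells, the last with 12 reads between them. H2-Eb1 was read in 7 WT1, 12 WT2 and 0 KO2 cells, and H2-Eb2 in 0 cells of each thymus. Cd74, the class II invariant chain outside the deletion, was read in 7.26% of WT1, 13.0% of WT2 and 5.01% of KO2 cells.

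CD69posDP cells were compared with CD69negDP cells to ask what changes when double-positive thymocytes receive a selecting signal. Itm2a, a membrane protein induced by signals of the T cell receptor (TCR), rose by 5.22 ± 0.58 (adjusted p = 0.0054), the activation marker Cd69 by 4.34 ± 0.61 (adjusted p = 0.017), and Cd5, a surface protein that tracks TCR signal strength, by 4.25 ± 0.51. Both populations were sorted on surface CD69, so the rise of Cd69 in part restates the gate. The adhesion molecule Cd2 rose by 3.98 ± 0.25, Tox, a nuclear factor needed for CD4 T cell development, by 3.08 ± 0.30, and the costimulator Icos by 2.75 ± 0.44. The class I heavy chain H2-K1 rose by 4.90 ± 0.60, Rgs10 by 3.54 ± 0.36, Cnn2 by 3.42 ± 0.21, Tmsb10 by 3.36 ± 0.22, the GTPase Gimap3 by 2.95 ± 0.50 and the AP-1 subunit Junb by 2.49 ± 0.25. Izumo1r, the folate receptor 4 gene, was read in 8.89% of WT1 and 20.5% of WT2 CD69posDP cells and in 0 CD69negDP cells. Its nominal bound was 2183-fold. Xrcc6, a subunit of the DNA end-joining machinery, fell by 2.18 ± 0.37, the D-type cyclin Ccnd3 fell by 2.12 ± 0.30, Dnajc15 fell by 2.11 ± 0.33, Ssbp2 fell by 1.89 ± 0.33 and Cyb5a fell by 1.71 ± 0.21.

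Of the 9 TCR activation genes that the study named, 5 rose in CD69posDP cells, and 8 did when adjusted over the list alone; the study chose this list on these cells, so it is not independent evidence. Of 16 other TCR activation genes 1 rose (7 adjusted over the list alone), of 8 CD4 lineage genes 3 rose (5), of 8 Gimap genes 1 (4), of the 5 maturation genes the study named 2 (5, not independent evidence), and of 13 other maturation genes 1 (3). These lists were higher by camera with an estimated correlation as well, except for the other maturation genes (adjusted p = 0.14 with an estimated correlation). Of 11 immature double-positive genes 0 changed in edgeR (2 at an unadjusted p under 0.05, 1 in DESeq2, 0 in limma), although the recombinase gene Rag1 stood at −3.86 ± 2.08 and the terminal transferase gene Dntt at −2.96 ± 1.44. The interferon response list was higher by camera (adjusted p = 0.086 with an estimated correlation), as was clonal deletion (adjusted p = 0.091 with an estimated correlation), each with 0 members past the threshold in edgeR (6 and 5 at an unadjusted p under 0.05, 6 and 6 in DESeq2, 2 and 0 in limma). Dissociation stress genes (adjusted p = 0.2 with an estimated correlation), the class II pathway (adjusted p = 0.19 with an estimated correlation) and ribosomal protein genes (adjusted p = 0.73 with an estimated correlation) were called by camera at the preset correlation alone. In edgeR 53 genes rose and 7 fell of 12445 tested. B2m, the class I light chain, stood at 1.23 ± 0.22 and Ccr7, the chemokine receptor of medullary entry, at 3.96 ± 0.79, neither past the threshold.

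TCRhiDP cells, double-positive cells with a high TCR level, were compared with CD69negDP cells to follow the signalled cells further. Class I genes were higher: H2-K1 rose by 6.04 ± 0.63 (adjusted p = 0.0024), H2-D1 by 2.25 ± 0.20 and B2m by 2.18 ± 0.22. Ccr7 rose by 4.97 ± 0.83, the survival factor Bcl2 by 4.40 ± 0.80, the phosphatase Inpp4b by 4.34 ± 0.58, the interferon-induced Ifi27l2a by 3.94 ± 0.48 and Ms4a4b by 3.72 ± 0.61. Itm2a (5.41 ± 0.59), Cd69 (3.71 ± 0.59), Cd5 (2.99 ± 0.49), Icos (3.35 ± 0.45), Tox (2.88 ± 0.30), Gimap3 (4.23 ± 0.53) and Cd2 (3.92 ± 0.25) rose as well. Ets2, a transcription factor of the double-positive stage, fell by 3.35 ± 0.47, the nucleoside kinase Dck fell by 3.05 ± 0.43, Xrcc6 fell by 2.89 ± 0.38 and Ccnd3 fell by 2.82 ± 0.31. All 5 maturation genes the study named rose (5 adjusted over the list alone, not independent evidence), 4 of 13 other maturation genes (7), 3 of 8 CD4 lineage genes (6), 2 of 16 interferon genes (7), 4 of 9 study-named TCR genes (8, not independent evidence) and 1 of 16 other TCR genes (3; adjusted p = 0.058 with an estimated correlation). Of 11 immature double-positive genes 1 fell (3 adjusted over the list alone). Of 82 ribosomal protein genes 6 rose (23 adjusted over the list alone; adjusted p = 0.18 with an estimated correlation). Of 8 Gimap genes 2 rose (4 adjusted over the list alone). Camera calls at the preset correlation that were lost included CD8 lineage (adjusted p = 0.058 with an estimated correlation), clonal deletion (adjusted p = 0.088 with an estimated correlation) and dissociation stress genes (adjusted p = 0.22 with an estimated correlation). In edgeR 85 genes rose and 9 fell. In WT1 this population had its own library pools.

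CD4+8low cells were compared with CD69negDP cells to ask what distinguishes intermediates with lowered surface CD8. Izumo1r was read in 34.8% of WT1 and 46.4% of WT2 CD4+8low cells and in 0 CD69negDP cells, with a nominal bound of 9427-fold. Il7r, the receptor of the survival cytokine interleukin 7, was read in 38.0% and 66.7% of CD4+8low cells against 3.26% and 0%, and rose by 13.43 ± 1.33. Gimap4 rose by 7.84 ± 1.48, H2-K1 by 7.12 ± 0.67 (adjusted p = 0.0012), Itm2a by 6.30 ± 0.61, Ccr7 by 6.25 ± 0.89, Ifi27l2a by 5.36 ± 0.52, Ms4a4b by 4.71 ± 0.64, Bcl2 by 4.50 ± 0.80, Icos by 4.18 ± 0.47 and Cd69 by 3.78 ± 0.60. The water channel Aqp11 fell by 6.30 ± 1.02, Dck fell by 3.92 ± 0.45, Ccnd3 fell by 3.03 ± 0.31, Ifngr1, a chain of the interferon gamma receptor, fell by 2.88 ± 0.52, and Themis, a TCR signalling protein, fell by 1.94 ± 0.35. Cd8a stood at −4.99 ± 1.08 and did not pass (adjusted p = 0.076). Of the lists, 5 of 5 study-named maturation genes rose (not independent evidence), 4 of 13 other maturation genes, 3 of 8 CD4 lineage genes (8 adjusted over the list alone), 4 of 9 study-named TCR genes (7, not independent evidence), 3 of 16 interferon genes (7) and 23 of 82 ribosomal protein genes (61; adjusted p = 0.075 with an estimated correlation). Of 11 immature double-positive genes 2 fell (8 adjusted over the list alone). Of 8 Gimap genes 2 rose (3 adjusted over the list alone). Camera calls at the preset correlation that were lost included the other TCR genes (adjusted p = 0.14 with an estimated correlation), clonal deletion (adjusted p = 0.16 with an estimated correlation) and dissociation stress (adjusted p = 0.37 with an estimated correlation). In edgeR 126 genes rose and 25 fell.

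CD4SP_Mature cells were compared with CD69negDP cells to describe maturation to the CD4 single-positive stage. Ccnd2, a D-type cyclin, was read in 73.2% of WT1 and 85.9% of WT2 mature cells and in 0 CD69negDP cells. Its nominal bound was 55629-fold. Slfn1, a schlafen gene of quiescent T cells, was higher, with a nominal bound of 33564-fold. S1pr1, the receptor for thymic exit, was read in 56.3% and 60.3% of mature cells against 2.17% and 0%. H2-K1 rose by 8.38 ± 0.70 (adjusted p = 0.00046), Ccr7 by 7.11 ± 0.92, Ifi27l2a by 6.36 ± 0.54, Ms4a4b by 6.28 ± 0.68, Gimap3 by 5.96 ± 0.58, the interferon regulator Irf7 by 5.03 ± 0.76, Itm2a by 4.45 ± 0.56, B2m by 3.40 ± 0.24 and Cd69 by 2.78 ± 0.57. Cd8a fell by 11.47 ± 1.42, Aqp11 fell by 6.20 ± 1.02, Anxa2 fell by 5.40 ± 0.72, the gut-homing receptor Ccr9 fell by 3.39 ± 0.28, Ets2 fell by 2.93 ± 0.46 and Themis fell by 2.89 ± 0.37. Arpp21 was read in 5.63% and 0% of mature cells against 66.3% and 95.2% of CD69negDP cells. Of 11 immature double-positive genes 4 fell (8 adjusted over the list alone), of 16 interferon genes 5 rose (11), of 13 other maturation genes 4 (8), of 8 Gimap genes 3 (4) and of 82 ribosomal protein genes 58 (75). Zbtb7b, the transcription factor of the CD4 lineage, was read in 7.04% and 83.3% of mature cells against 0 CD69negDP cells and did not pass (adjusted p = 0.18). Of 5 study-named maturation genes 5 rose and of 9 study-named TCR genes 4 (5 adjusted over the list alone), neither independent evidence, and of 8 CD4 lineage genes 3 (7). Camera calls at the preset correlation that were lost included the other TCR genes (adjusted p = 0.08 with an estimated correlation), mitochondrial genes (adjusted p = 0.12 with an estimated correlation), regulatory T cell markers (adjusted p = 0.15 with an estimated correlation), clonal deletion (adjusted p = 0.23 with an estimated correlation) and dissociation stress (adjusted p = 0.32 with an estimated correlation). In edgeR 196 genes rose and 48 fell.

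CD8SP cells were compared with CD69negDP cells to describe maturation to the CD8 single-positive stage. Ccnd2 was higher, with a nominal bound of 54999-fold. Itgae, the CD103 integrin chain of CD8 cells, was read in 43.8% and 87.0% of CD8SP cells against 0, with a nominal bound of 20509.6-fold. Nkg7, a granule protein of cytotoxic cells, was read in 86.5% and 90.9% against 1.09% and 0% (adjusted p = 0.03). H2-K1 rose by 8.53 ± 0.71, Ccr7 by 6.65 ± 0.90, Ms4a4b by 6.65 ± 0.70, Ifi27l2a by 6.48 ± 0.54, the growth regulator Myc by 4.31 ± 0.90, B2m by 3.80 ± 0.24 and the replication clamp Pcna by 1.52 ± 0.27. Cd4 fell by 9.51 ± 1.79, Aqp11 fell by 8.11 ± 1.11, Ldhb fell by 4.81 ± 0.30, Ets2 fell by 3.88 ± 0.48, the cytokine signal inhibitor Socs1 fell by 2.83 ± 0.49 and Themis fell by 2.03 ± 0.35. Itm2a stood at 1.64 ± 0.50 and Runx3, the transcription factor of the CD8 lineage, at 7.05 ± 2.69, neither past the threshold. Of 15 CD8 lineage genes 2 rose (10 higher and 1 lower adjusted over the list alone), of 5 study-named maturation genes 5 (not independent evidence), of 13 other maturation genes 5 (12), of 16 interferon genes 4 (10) and of 82 ribosomal protein genes 68 (78). Of 9 study-named TCR genes 2 rose and 1 fell (adjusted p = 0.14 with an estimated correlation). Of 11 immature double-positive genes 4 fell. Of 8 CD4 lineage genes 3 rose (5 adjusted over the list alone; adjusted p = 0.05 with an estimated correlation) and of 8 Gimap genes 2 (4 higher and 1 lower; adjusted p = 0.053 with an estimated correlation). Camera calls at the preset correlation that were lost included mitochondrial genes (adjusted p = 0.058 with an estimated correlation), the other TCR genes (adjusted p = 0.11 with an estimated correlation), proliferation and clonal deletion (adjusted p = 0.16 with an estimated correlation for each). In edgeR 221 genes rose and 50 fell.

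**Figure D1:**
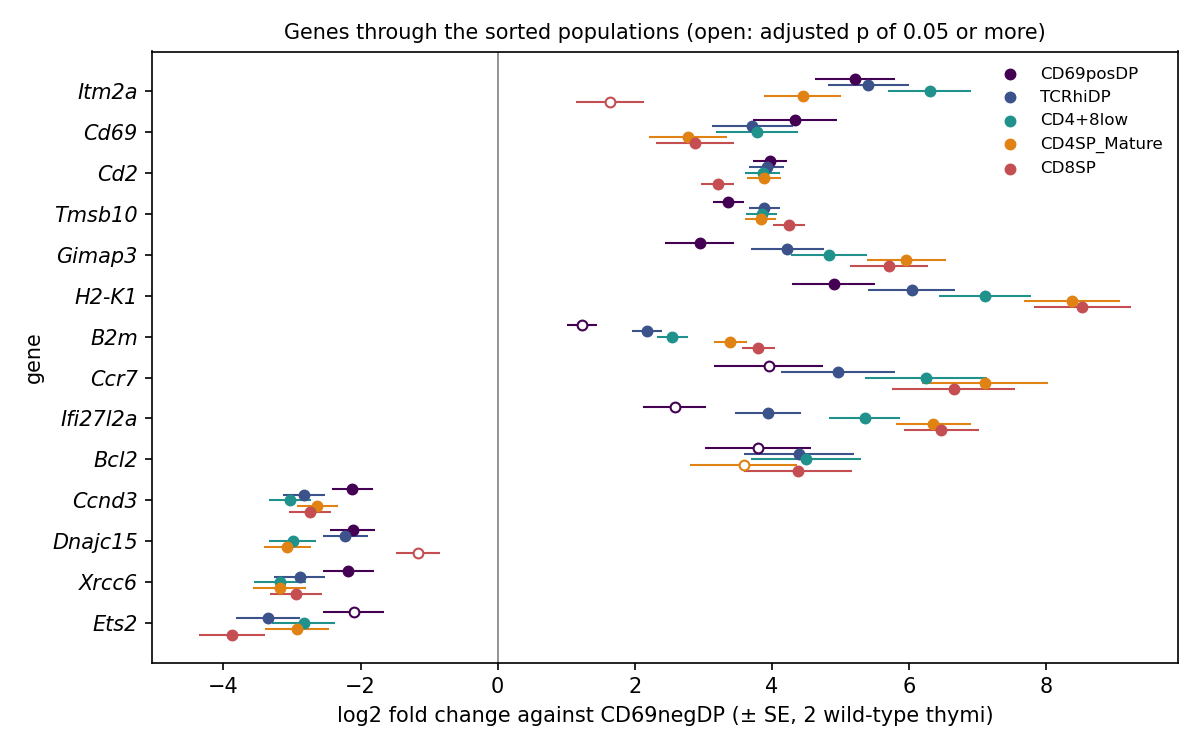
The plot gives the log2 fold change against CD69negDP (horizontal axis) of 14 genes (vertical axis) in 5 sorted populations, with SE bars over n = 2 wild-type thymi. Open symbols had an adjusted p of 0.05 or more. Values further from the threshold are not drawn. Itm2a reached 6.30 in CD4+8low cells, and H2-K1 went from 4.90 in CD69posDP to 8.53 in CD8SP cells.

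Over these 5 comparisons the remaining lists had few calls in edgeR. Mitochondrially encoded genes were called 6 times, dissociation stress genes 7 times and proliferation genes 1 time. Regulatory T cell, innate-like, gamma-delta, B cell, myeloid, erythroid, epithelial, double-negative, MHC class II, class II pathway, sex-linked and clonal deletion lists had 0 calls in edgeR. At an unadjusted p under 0.05 these 12 lists had 11, 2, 0, 1, 0, 0, 0, 6, 0, 6, 1 and 20 members, in DESeq2 9, 7, 4, 1, 3, 0, 1, 5, 1, 6, 1 and 22, and in limma 1, 1, 1, 0, 0, 0, 0, 5, 0, 1, 0 and 1. The substrain genes Snca, Mmrn1 and Nnt had no read. When only the compared populations were fitted, edgeR called 0 genes in each comparison, with between 573 and 1105 genes at an unadjusted p under 0.05; DESeq2 on the 7 populations called 745, 832, 1069, 1284 and 1297, and limma 111, 204, 346, 457 and 530. Without a thymus block 18, 34, 40, 67 and 60 genes passed.

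CD4SP_Mature and CD8SP cells were compared directly to ask which genes mark lineage identity. Cd8a stood at −10.81 ± 1.38 and Cd4 at 8.58 ± 1.73, which in part restate the gates on surface CD8 and CD4. Itm2a stood at 2.81 ± 0.52. Zbtb7b was read in 7.04% and 83.3% of CD4SP_Mature cells and in 0 CD8SP cells of either thymus, Itgae in 0 CD4SP_Mature cells against 43.8% and 87.0% of CD8SP cells, and Runx3 in 8.45% and 24.4% against 21.3% and 77.9%. The first of these Runx3 shares is 6 cells with 6 reads between them, 0 of 71 at 5 or more reads and 1 of 68 after thinning. The CD8 lineage list was lower in CD4SP_Mature cells (adjusted p = 0.04 with an estimated correlation), and the CD4 lineage list was higher by camera at the preset correlation (adjusted p = 0.096 with an estimated correlation). No gene passed: edgeR called 0 genes, with 294 at an unadjusted p under 0.05, DESeq2 280 and limma 13. In counts simulated for this comparison, edgeR called 6 of 50 genes changed 4-fold and 20 of 50 changed 16-fold.

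Selection intermediates were classed by coreceptor transcripts to see how far lineage choice shows in Cd4 and Cd8a reads. Here and below, populations follow the deposited labels, which give more CD4+8low and fewer CD4 single-positive cells than the published groups. The class with Cd4 alone may therefore hold cells that the paper counted as CD4 single positive. Both transcripts were found in 96.7% (95% interval 90.8 to 99.3) of WT1, 98.8% of WT2 and 100% of KO2 CD69negDP cells. Of CD4SP_Mature cells 78.9% (67.6 to 87.7), 96.2% and 82.2% had Cd4 alone, and of CD8SP cells 86.5%, 100% and 98.8% had Cd8a alone. The WT1 shares depend on the threshold of 1 read, as 14 WT1 CD4SP_Mature cells held 20 Cd8a reads between them. At 5 or more reads Cd8a was found in 0 of the 71 WT1 CD4SP_Mature cells and Cd4 in 98.6%. At that threshold 93.5% of WT1 CD69negDP cells had Cd8a. Among the intermediates 35.6% (30.0 to 41.6) of 278 WT1, 34.4% (28.5 to 40.8) of 241 WT2 and 57.0% (50 to 63.8) of 207 KO2 cells had both. Cd4 alone was read in 43.2% (37.3 to 49.2), 41.9% (35.6 to 48.4) and 12.1% (7.97 to 17.3), and Cd8a alone in 13.0% (9.24 to 17.5), 18.3% (13.6 to 23.7) and 23.7% (18.1 to 30.1). Within CD4+8low cells Cd4 alone was read in 68.5% (58.0 to 77.8), 85.7% (76.4 to 92.4) and 21% (12.7 to 31.5). Intervals are exact and cover counting error only, and 1 deficient thymus gives no measure of the spread between animals.

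**Figure D2:**
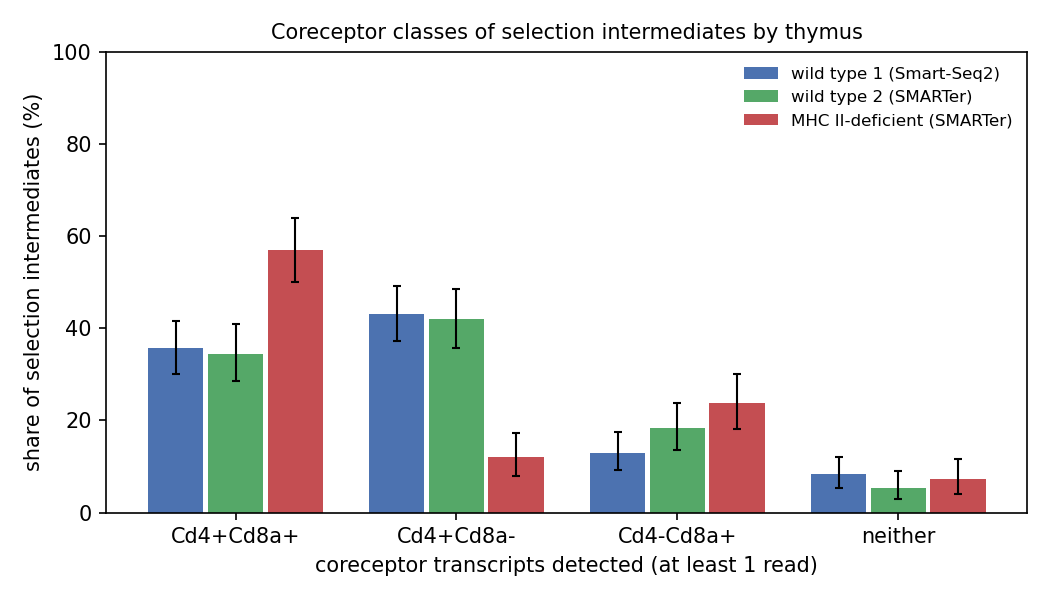
Shares of selection intermediates (vertical axis, percent) in each coreceptor class for WT1, WT2 and KO2, with exact 95% intervals. Cd4 without Cd8a took 43.2% and 41.9% of wild-type intermediates and 12.1% of those without MHC class II. Populations follow the deposited labels, so the classes are not the published ones.

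Zbtb7b and Runx3, the opposing factors of the CD4 and CD8 lineages, were then followed through the classes. Zbtb7b was read in 4.17% (1.37 to 9.46) of WT1, 61.4% (51.2 to 70.9) of WT2 and 32.0% (14.9 to 53.5) of KO2 intermediates with Cd4 alone; in WT1 it was 1.67% at 5 or more reads and 5.83% after thinning. The KO2 share is 8 of 25 cells, and the innate-like regulator Zbtb16 was read in 4 of the same 25, against 0 of 101 in WT2. In the CD8 lineage, CD8SP cells and intermediates with Cd8a alone pooled, it was read in 0 of 125, 0 of 121 and 0 of 133 cells, which allows shares of up to 2.40%, 2.48% and 2.26%. Runx3 was read in 21.3%, 77.9% and 76.2% of CD8SP cells. In the CD4 lineage, pooled the same way, Runx3 was read in 18 of 191 WT1 cells (9.42%), 43 of 179 WT2 cells (24.0%) and 48 of 98 KO2 cells (49.0%). In WT1 at 5 or more reads Runx3 was found in 0 of 71 CD4SP_Mature cells and 2 of 120 intermediates with Cd4 alone, and after thinning in 1 of 68 and 5 of 103. Of these KO2 cells 73 were CD4SP_Mature cells, 78.1% of which had reads of at least 2 innate-like markers and 69.9% of Zbtb16.

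Intermediates with both transcripts were compared with CD69negDP cells to ask what the signal changes while both coreceptor transcripts are present. Itm2a rose by 5.38 ± 0.59, Inpp4b by 4.11 ± 0.34 (adjusted p = 0.0016), Cd69 by 3.72 ± 0.45, Cd2 by 3.56 ± 0.22, Gimap3 by 3.50 ± 0.54, Ifi27l2a by 3.41 ± 0.50, the tubulin Tuba4a by 3.09 ± 0.26, Tox by 2.86 ± 0.30 and B2m by 1.62 ± 0.27. Dntt fell by 2.51 ± 0.20, Dnajc15 fell by 2.21 ± 0.25, Ccnd3 fell by 2.11 ± 0.22 and the kinase Lck fell by 0.71 ± 0.11. Of 9 study-named TCR genes 4 rose (8 adjusted over the list alone, not independent evidence), and of 8 CD4 lineage genes 2 (6). Interferon genes rose for 3 of 16 (8; adjusted p = 0.11 with an estimated correlation), and 1 of 11 immature double-positive genes fell (2). In edgeR 81 genes rose and 9 fell of 12355. Without TCRhiDP cells, a choice made after seeing the data, 25 genes passed.

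Intermediates with Cd4 alone and with Cd8a alone were each compared with CD69negDP cells to ask how far both branches had matured. The class with Cd4 alone may hold cells that the paper counted as CD4 single positive, which would make it look more mature. With Cd4 alone, H2-K1 rose by 7.01 ± 0.84, Itm2a by 6.26 ± 0.61, Ccr7 by 6.07 ± 1.01, Ifi27l2a by 5.08 ± 0.54, Bcl2 by 4.57 ± 0.81 and Cd69 by 4.19 ± 0.46, Dntt fell by 5.68 ± 0.23, Cd8b1 fell by 4.93 ± 0.49 and Themis fell by 1.71 ± 0.25. With Cd8a alone, Ccnd2 was higher, with a nominal bound of 27112-fold. In the same cells Bach2, a repressor of effector fate, rose by 8.48 ± 1.30, H2-K1 by 7.19 ± 0.84, Ccr7 by 5.85 ± 0.98, Itm2a by 4.16 ± 0.56 and Myc by 3.77 ± 0.72, and Dntt fell by 4.13 ± 0.22. Of 11 immature double-positive genes 3 fell with Cd4 alone and 2 with Cd8a alone (7 and 6 adjusted over the list alone), and of 16 interferon genes 4 and 5 rose (adjusted p = 0.08 and 0.067 with an estimated correlation). In edgeR 150 genes rose and 43 fell with Cd4 alone, and 155 rose and 42 fell with Cd8a alone. Without TCRhiDP cells, 102 and 52 genes passed.

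Set against each other, the branches showed 1 gene past the threshold in edgeR, Cd8a, which defines the classes, with 443 at an unadjusted p under 0.05, 439 in DESeq2 and 7 in limma. With a transcript counted as present at 5 or more reads edgeR called 0 genes, with 418 at an unadjusted p under 0.05. Dntt stood at −1.55 ± 0.20 (adjusted p = 0.12) and Itm2a at 2.09 ± 0.51 in the Cd4 branch against the Cd8a branch. Zbtb7b was read in 4.17% and 61.4% of the Cd4 branch and in 0 cells of the Cd8a branch. The CD4 lineage list was higher by camera (adjusted p = 0.34 with an estimated correlation). Across 12352 genes, which are not independent replicates, these differences and those between CD4SP_Mature and CD8SP cells had Pearson r of −0.0104 and Spearman rho of 0.0176. Genes with few reads can take very large fold changes here, so these low coefficients do not show that the branches lack lineage differences.

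PC1 orders cells from Dntt, Endou, Ldhb, Arpp21 and Aqp11 at its low end to H2-K1, Ms4a4b, Ifi27l2a, Ms4a6b and Stat1 at its high end, and was used to ask which branch lay further along. It held 10.6% of the variance of all genes used and 45.6% of that of the first 5 components, with 21.8% and 13.8% of the latter for PC2 and PC3. A Cd8a-only intermediate lay beyond a Cd4-only intermediate in a share of 0.664 of the pairs in WT1, 0.361 in WT2 and 0.339 in KO2, where 0.5 means no order. CD4+8low cells made up 63 of the 120 Cd4-only intermediates in WT1, 72 of the 101 in WT2 and 17 of the 25 in KO2. Populations were taken from the deposited labels, and their CD4+8low cells outnumber those of the published groups, so these classes are not the published ones. The medians of Cd4-only intermediates were −0.45, 0.62 and −0.22 and those of Cd8a-only intermediates 0.45, −0.30 and −1.14. Without CD4+8low cells the shares were 0.763, 0.649 and 0.556, so the direction turned in WT2. The KO2 share rests on 31 Cd8a-only and 8 Cd4-only cells and lies close to 0.5, so it shows no clear order.

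**Figure D3:**
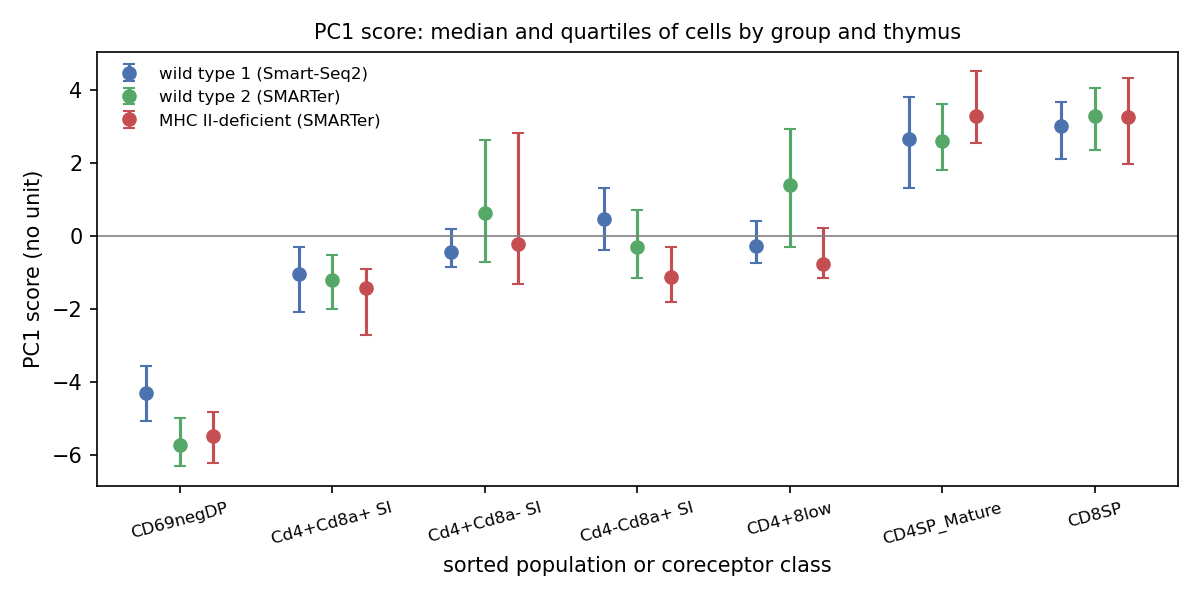
Median and quartiles of PC1 (vertical axis) by group for WT1, WT2 and KO2 cells. Cells with both transcripts had medians of −1.05, −1.20 and −1.42.

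Correlations across the cells of a thymus describe how genes move together; the cells pool populations and are not replicates. Rag1 and Dntt had Pearson r of 0.326 in WT1, 0.754 in WT2 and 0.732 in KO2. Rag1 and Cd69 had −0.122, −0.269 and −0.212, and Ccr7 and Il7r had 0.237, 0.377 and 0.391. Itm2a had r of 0.0985, 0.295 and −0.0688 with Zbtb7b, of 0.214, 0.401 and 0.0555 with Cd40lg, of −0.245, −0.267 and −0.170 with Nkg7, and of −0.179, −0.279 and −0.196 with Itgae.

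Intermediates with both transcripts were compared between KO2 (118 cells) and WT2 (83 cells) to ask how TCR signals differ when only MHC class I can select. CD4+8low cells made up 38 of the KO2 and 5 of the WT2 cells. Reads of most listed TCR-induced genes were lower in KO2. The class also lay earlier along PC1 there, with a median of −1.42 in KO2 and −1.20 in WT2. For its TCRhiDP cells the medians were −1.79 in KO2 and −0.996 in WT2, and for its CD69posDP cells −2.04 and −1.88. PC1 has the interferon-induced Ifi27l2a at its high end. Interferon genes were lower in KO2, so PC1 does not measure stage alone. A maturation score, mean scaled expression of the maturation lists minus that of the immature list, had a class median of −0.43 in KO2 and −0.37 in WT2. Its medians were −0.65 and −0.26 for TCRhiDP, −0.65 and −0.64 for CD69posDP and 0.0033 and −0.23 for CD4+8low cells. An earlier stage in KO2 was therefore not separated from weaker signals. Cd5 was read in 66.3% (55.1 to 76.3) of WT2 and 38.1% (29.4 to 47.5) of KO2 cells, the early response gene Egr1 in 31.3% (21.6 to 42.4) and 14.4% (8.62 to 22.1), Nr4a1, a nuclear receptor induced by TCR signals, in 27.7% (18.4 to 38.6) and 10.2% (5.37 to 17.1), and Nab2, a partner of Egr proteins, in 56.6% (45.3 to 67.5) and 22.9% (15.7 to 31.5). Cd69 was read in 44.6% and 32.2%, Mapk11 in 42.2% and 23.7% and Itm2a in 78.3% and 72%. All 9 study-named TCR genes were lower in KO2, with a median log2 difference of −1.26, and 11 of 16 others, with a median of −0.64; the first list is not independent evidence. Without CD4+8low cells the medians were −0.94 and −0.54. In CD69negDP cells the same medians were 1.11 and 0.60, so the median difference in mean CPM had the opposite sign before the signal. Shares of cells did not show this for Cd69 and Itm2a. Those of the other listed genes are not given here. Cd69 was read in 10.84% of WT2 and 6.82% of KO2 CD69negDP cells, and Itm2a in 12.05% and 11.36%. Mean CPM of genes read in few cells can rest on a few cells with many reads. Of 16 interferon genes 15 were lower (median −1.25) and 17 of 18 proliferation genes higher (median 1.73), with Mki67 read in 1.20% and 5.08% of cells. H2-T3, a class I gene near the targeted locus, was read in 1.20% and 32.2% of cells and Cirbp, a cold-induced RNA-binding protein, in 32.5% and 78%. No direct test was made, with 1 thymus per genotype.

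**Figure D4:**
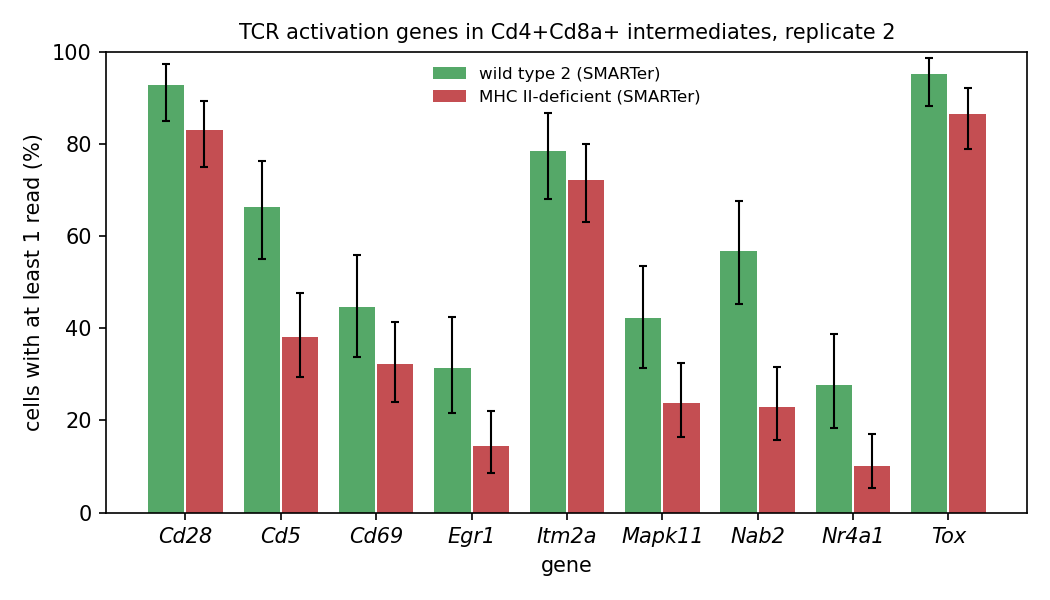
Share of intermediates with both coreceptor transcripts (vertical axis, percent) that had a read of each of the 9 TCR activation genes the study named, WT2 against KO2, with exact 95% intervals. Nab2 went from 56.6% in WT2 to 22.9% in KO2.

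In CD4+8low cells of KO2 the CD4 lineage list was lower and the CD8 lineage list higher than in WT2, but the mix of cells differed: 17 of 81 KO2 and 72 of 84 WT2 cells had Cd4 alone, and median PC1 was −0.76 and 1.39. The median log2 difference was −1.21 for the CD4 lineage (0 genes higher, 8 lower), 1.89 for the CD8 lineage (13 higher, 2 lower), 1.58 for innate-like markers, 2.03 for gamma-delta markers and −2.03 for regulatory T cell markers. In TCRhiDP cells immature double-positive genes were higher (median 1.82, 11 of 11) and interferon genes lower (median −1.16, 16 of 16). In CD69posDP cells the interferon median was −2.51.

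CD4SP_Mature cells of KO2 (73 cells) and WT2 (78 cells) were compared to ask what occupies the CD4 gate without MHC class II. KO2 cells had a median of 3871 genes read and WT2 cells 3135.5, and the share of cells with a read was at least 25 points higher in KO2 for 570 genes and lower for 34, so a moderate rise in a share is not specific to its gene. Zbtb16, the transcription factor of innate-like T cells, was read in 1.28% (0.0325 to 6.94) of WT2 and 69.9% (58.0 to 80.1) of KO2 cells, the interleukin 2 receptor chain Il2rb in 14.1% and 60.3%, and Klrb1c, the NK1.1 antigen, in 0% and 15.1%. Nkg7 was read in 0 of 78 WT2 cells, which allows a share of up to 3.85%, and in 27.4% of KO2 cells, S100a6 in 0% and 69.9%, Plac8 in 0% and 39.7%, Cxcr3 in 0% and 28.8% and Tbx21 in 0% and 24.7%. The gamma chain constant genes Tcrg-C1, Tcrg-C2 and Tcrg-C4 were read in 0% of WT2 cells and in 38.4%, 34.2% and 30.1% of KO2 cells. Tnfrsf4, a costimulatory receptor, was read in 48.7% and 8.22%, Il4ra in 67.9% and 16.4%, Cd69 in 50% and 23.3%, Itm2a in 85.9% and 28.8%, Ctla4 in 10.3% and 0%, and Foxp3, the factor of regulatory T cells, in 3.85% and 0%. Runx3 was read in 24.4% and 53.4% and Zbtb7b in 83.3% and 69.9%. The median log2 difference was 4.44 for innate-like markers (8 of 8 higher), 4.85 for gamma-delta markers (6 of 7), 1.82 for the CD8 lineage, −4.10 for regulatory T cell markers (6 of 6 lower) and −2.54 for clonal deletion genes. At least 2 innate-like markers were read in 5.1% of WT2 and 78.1% of KO2 CD4SP_Mature cells, and in 35.1% and 35.7% of CD8SP cells. Zbtb16 was read in 0 of 77 WT2 and 0 of 84 KO2 CD8SP cells. At least 2 regulatory T cell markers were read in 41.0% of WT2 and 23.3% of KO2 CD4SP_Mature cells, and in 23.4% and 9.52% of CD8SP cells. A count of 0 in 73 KO2 cells allows a share of up to 4.11%, above the Foxp3 share in WT2.

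**Figure D5:**
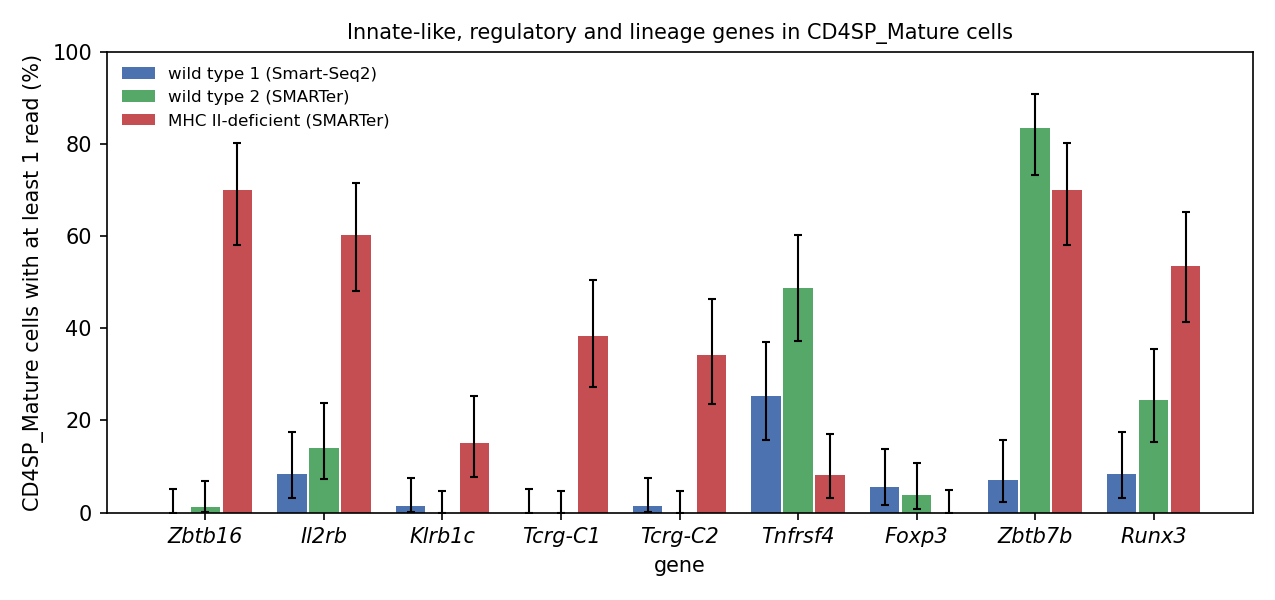
Share of CD4SP_Mature cells (vertical axis, percent) with a read of innate-like, gamma-delta, regulatory and lineage genes in WT1, WT2 and KO2. Zbtb16 was read in 1.28% of WT2 and 69.9% of KO2 cells.

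Whether the changes between populations differed without MHC class II was tested by an interaction, which assumes that the single deficient thymus varies like the wild-type thymi. In edgeR 0 genes passed in each of the 6 comparisons of sorted populations, with 163, 157, 118, 168, 125 and 99 at an unadjusted p under 0.05. DESeq2 called 182, 121, 93, 103, 90 and 52 genes and limma 6, 10, 12, 38, 2 and 40. In the 3 class comparisons edgeR called 0 genes (155, 397 and 260 at an unadjusted p under 0.05), DESeq2 96, 341 and 186, and limma 1, 10 and 2. No list held with an estimated correlation, the lowest adjusted p being 0.118 with an estimated correlation for gamma-delta markers in CD4SP_Mature against CD8SP cells. In counts simulated for CD4SP_Mature against CD69negDP, edgeR called 2 of 50 genes changed 16-fold and 15 of 50 changed 64-fold, while DESeq2 called 13 and 24 of them and unchanged genes besides.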

Values the study reported

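The paper reports both coreceptor transcripts in 93.5% and 98.8% of CD69-negative double-positive cells of its replicates, Cd4 alone in 98.6% and 96.2% of CD4 single-positive cells, and Cd8a alone in 92.1% of CD8 single-positive cells. Its text states no read threshold, whereas the main shares given above count any read as present. It gives correlations of 0.75 for Rag1 with Dntt, −0.27 for Rag1 with Cd69 and 0.38 for Ccr7 with Il7r. The first 3 principal components are given as 44.66%, 21.60% and 13.79% of the variance within the first 5. Its supplement counts fewer CD4+8low and more CD4 single-positive cells than the deposited labels. Runx3 was found in 63 of 419 CD4-lineage cells and Zbtb7b in 0 of 245 CD8-lineage cells, and the lineage differences of intermediates and mature cells correlated with R = 0.17, the mature populations having been measured in population RNA-seq. The paper calls this correlation modest but highly significant, and also reports that the direction of regulation was coherent between them.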

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

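Tests of the CD4+8low cells, of read depth and of a difference between the mouse lines were chosen only after the result was seen.

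The order of the branches along PC1 lay on opposite sides of 0.5 in the wild-type thymi, 0.664 in WT1 and 0.361 in WT2. Read depth per cell is argued against, since with every cell thinned to 450000 reads the values were 0.638 in WT1 and 0.356 in WT2. Without CD4+8low cells, whose median PC1 was −0.28 in WT1 and 1.39 in WT2, the value in WT2 was 0.649, on the side of WT1, so CD4+8low cells of different maturity may account for the difference. The deposited labels used here give more CD4+8low and fewer CD4SP cells than the published groups, so the intermediates are not the published ones. Library protocol differs with the thymus and cannot be told apart from it.

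Innate-like T cell markers were read in CD4SP_Mature cells of the MHC class II-deficient thymus, with at least 2 markers in 78.1% of cells against 5.1% in WT2. Reads from a single lane are argued against, because the lowest of the 3 lanes had 76.0%. A difference between the mouse lines in all mature cells is argued against by CD8SP cells, 35.7% of which had at least 2 markers in KO2 and 35.1% in WT2. Zbtb16 was read in 0 of 77 WT2 and 0 of 84 KO2 CD8SP cells, so these CD8SP shares do not rest on Zbtb16. Trav11 and Traj18, the segments of the invariant natural killer T cell receptor, were both read in 39.7% of KO2 and 2.56% of WT2 cells, so invariant NKT cells in the CD4SP gate may account for part of the pattern. Traj18, with or without Trav11, was read in 63.0% and 57.7%, so the contrast rests on Trav11 or its copies. Whether invariant NKT cells are more numerous or only a larger share of a depleted gate stays open with 1 deficient thymus.

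Genes of chromosome 17 near the targeted locus were read in different shares of KO2 and WT2 CD69negDP cells. Of the 14 genes that differed by at least 25 points, 42.9% lay within 10 Mb of H2-Ab1, against 2.62% of all 3810 genes compared, a ratio of 16.3, so the genome of another strain around the targeted locus may account for them. H2-T3 was read in 0% of WT2 and 79.5% of KO2 cells, H2-T22 in 21.7% and 85.2%, Glo1 in 47.0% and 78.4% and Dnah8 in 32.5% and 64.8%. H2 genes made up 33.3% of the differing genes near the locus, so for these reads shared among near-identical class I genes cannot be told apart from a strain difference, whereas Glo1 and Dnah8 are not class I genes. Glo1 ends at 30626871 and Dnah8 starts at 30624354, so they overlap and are not separate support. The stretch from H2-T22 to H2-T3 runs from 36037128 to 36190287. The ratio therefore counts neighbouring genes as if they were independent. Gm7030 (6.02% of WT2 and 61.4% of KO2 cells) and Gm20478 (0% and 48.9%) lie between H2-T22 and H2-T3. Whether shared reads reach them was not tested, so the 33.3% may understate this explanation. In the other populations the ratio ran from 0.967 in CD4SP_Mature (15 of 586 differing genes near the locus) to 7.58 in CD69posDP cells (5 of 24), with 5.40 in CD8SP cells (5 of 35), and no strain variant was examined.

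Other results stood out as values. Nkg7 in Cd4-only minus Cd8a-only intermediates was 2.17 in KO2 on the log2 scale and −2.93 and −5.59 in WT1 and WT2, and Prf1 was −4.54 in KO2 and 4.44 and 2.44 in WT1 and WT2; these differences were not tested. The KO2 Cd4-only class is 25 cells, 17 of them from CD4+8low, where at least 2 innate-like markers were read in 9.88% of KO2 and 2.38% of WT2 cells and Trav11 with Traj18 in 7.41% of KO2 cells. Zbtb7b was read in 50% of the 6 WT2 and 57.1% of the 7 KO2 CD4SP_Immature cells, which no comparison uses, and in 14.3% of the 21 WT1 cells. Itm2a was read in 69.6% of WT1, 92.3% of WT2 and 86.7% of KO2 intermediates that had neither coreceptor transcript, a class left out of the comparisons.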

How the results depend on the processing

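The fit without CD4SP_Immature and the classes without TCRhiDP cells were chosen after seeing the data. Counts are in the order CD69posDP, TCRhiDP, CD4+8low, CD4SP_Mature and CD8SP against CD69negDP, then CD4SP_Mature against CD8SP; classes are in the order both transcripts, Cd4 alone and Cd8a alone against CD69negDP, then Cd4 alone against Cd8a alone. Under RLE scaling and without the filter on low counts, the counts of genes stayed within 1.5 times. DESeq2 called 745, 832, 1069, 1284, 1297 and 280 genes, 882, 1199, 1467 and 439 in the classes, 182, 121, 93, 103, 90 and 52 in the genotype interactions and 96, 341 and 186 in those of the classes. Equal weight for every cell gave 111, 204, 346, 457, 530 and 13, then 161, 378, 379 and 7, then 6, 10, 12, 38, 2 and 40, and 1, 10 and 2. No replicate block gave 18, 34, 40, 67 and 60, and 37, 67 and 60 in the first 3 class comparisons. All 3 thymi gave 128, 185, 310, 473, 531 and 10, and 209, 480, 451 and 4. Fits of only the compared populations gave 0 in the first 5, with few residual degrees of freedom left. Cells of 500000 to 1500000 reads gave 55 for both transcripts. Detection at 5 reads gave 0 for Cd4 alone against Cd8a alone, and leaving out CD4+8low cells gave 43, 107 and 6 for both transcripts, Cd4 alone and the direct comparison. Without CD4SP_Immature the counts were 102, 162, 261 and 433 for CD69posDP, TCRhiDP, CD4+8low and CD8SP, and 1 for the interaction in TCRhiDP. Without TCRhiDP cells the classes gave 25, 102 and 52. The cause was not tested for any of these.

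Cd4 alone in WT1 CD4SP_Mature cells was 98.6% at 5 reads and 89.7% after thinning; in WT1 intermediates at 5 reads both transcripts stood at 26.3% and Cd4 alone at 50.7%. The other TCR genes in KO2 minus WT2 stood at −0.41 with a pseudocount of 10. The lineage correlation on mean CPM was 0.0709 (Pearson) and 0.0562 (Spearman). Reversed were the order along PC1 without CD4+8low cells, 0.649 in WT2 and 0.556 in KO2, and Oasl2 in cells with both transcripts, −2.04 without TCRhiDP cells. Of 306 named results past the threshold, 20 no longer passed under RLE, 22 without the filter, 166 without the block, 51 with cells of 500000 to 1500000 reads, 17 with all 3 thymi, 5 with equal weight and 0 under DESeq2; of 192 in sorted populations, 192 no longer passed in fits of only the compared populations and 2 without CD4SP_Immature, and of 155, 30 without TCRhiDP in the fit; of 114 in the classes, 53 no longer passed without TCRhiDP cells, 40 without CD4+8low cells and 25 at 5 reads; leaving out WT1 or WT2 turned no sign among the 306 and moved 21 and 17. Genes named for the largest fold change had to be alike in direction in both thymi, so no sign could turn among these. Of 717 named results not past the threshold, 46 took the other sign without WT1 and 66 without WT2. Ribosomal genes were positive for 58 of 82 in CD69posDP cells and for 47 under RLE. Equal weight shifted the median of all genes by −0.18 in CD8SP cells.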

Other observations

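The values given here come from no test, and the split of the deficient CD4SP_Mature cells by gamma chain genes was chosen only after the result was seen.

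Intermediates with neither coreceptor transcript, 23 cells in WT1, 13 in WT2 and 15 in KO2, were sorted as signalled cells, so their reads of activation genes restate the gate. Cd69, the early activation marker, was read in 65.2%, 76.9% and 73.3% of them, and Dntt, the terminal transferase of the pre-selection stage, in 13.0%, 7.69% and 13.3%. Their median PC1 was −1.08, −1.38 and −1.09, and the median number of genes read per cell was 1192, 2710 and 2961.

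CD4SP_Immature cells, 21 in WT1, 6 in WT2 and 7 in KO2, all had a read of Itm2a. Ccr7, the receptor that guides cells to the medulla, was read in 66.7%, 100% and 85.7%, Cd40lg, the helper ligand, in 47.6%, 66.7% and 57.1%, and Dntt in 14.3%, 16.7% and 0%. With so few cells the shares have wide counting error.

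Among CD4SP_Mature cells of KO2, 25 cells had reads of at least 2 gamma chain constant genes, 34.2% of the population, against 0 in WT1 and WT2. Of these 25 cells 88.0% had a read of Cd4, 72% of Zbtb16, 64% of Zbtb7b, 12% of Trdc and 8.0% of Itm2a. Of the other 48 cells 68.8% had a read of Zbtb16 and 39.6% of Itm2a.

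The correlation across genes between the branch difference and the difference between CD4SP_Mature and CD8SP cells was −0.0104 in edgeR and 0.0709 on mean CPM. Within WT1, WT2 and KO2 alone it was 0.0313, 0.0741 and 0.109. The published coefficient rests on mature populations measured in population RNA-seq and on other groups of cells, so it is not the same measure.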
